A study of Danio rerio with 24 samples. Its data were reported in "MicroRNA-21 promotes dysregulated lipid metabolism and hepatocellular carcinoma" (2026).

How the data were processed

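Bulk RNA sequencing was performed by the authors on livers dissected from zebrafish larvae at 13 days post fertilization (dpf). Larvae carried a liver-specific miR-21 overexpression transgene (miR-21OE) or were non-transgenic wild-type (WT) siblings. They ate a normal control diet (NCD) or the same food with 10% cholesterol by weight (high cholesterol diet, HCD) from 6 dpf. Each library came from 13 pooled livers, which the study's methods place in a single clutch. The labels give 9 WT-NCD, 9 WT-HCD, 3 miR-21OE-NCD and 3 miR-21OE-HCD libraries, and a batch for each library. The 9 batches were numbered here. Their labels differ only in a final letter between batches 1 and 2, between 5 and 6, and between 8 and 9. Such batches may not be independent of each other. Batches 1 to 6 held a WT-NCD and a WT-HCD library, and batches 7, 8 and 9 held a library of all 4 groups.

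The authors prepared stranded, rRNA-depleted libraries from total RNA with a kit for zebrafish, sequenced paired ends, and aligned reads to the GRCz11 genome. The aligner, the counting program and its treatment of reads shared by near-identical genes are not given in the sources used here. Values of near-identical genes, such as the actin pair actb1 and actb2, are therefore uncertain where reads could be divided between copies. The deposited table held raw counts per gene as whole numbers, with no normalization by the authors. It listed 32520 genes, of which 4334 were at 0 in all 24 libraries. All count columns matched a labelled sample. Totals per library ran from 16942574 to 36641566 counts with a median of 24430000. These totals give the depth, and intervals or floors from counts cover counting error only. No pair of libraries agreed within sampling noise. The lowest chi-square per degree of freedom of any pair was 27.1, between WT-HCD libraries of batches 3 and 4.

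The table gives gene identifiers without names. Names were taken from a table of GRCz12tu genes, which named 29201 identifiers (89.8%). Its assembly differs from that of the counts, so no coordinates were taken from it, and only the order of its genes served to tell which genes are neighbours. It names many zebrafish genes by the symbol of the human gene. FADS3 is the gene that the study calls fads2, PPARA is its pparab and CYP51A1 is cyp51. Symbols shared by more than 1 identifier numbered 1806, and genes of the text were fixed by identifier.

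Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, scaled with TMM factors and tested with the quasi-likelihood F test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The diet effect in WT liver was fitted on the 18 WT libraries of 9 batches (15622 genes tested), and again on the 12 WT libraries of batches 1 to 6 (15933 genes). Genotype, diet within each genotype, and their interaction were fitted on the 12 libraries of batches 7, 8 and 9, in which all 4 groups share an estimate of the spread (16465 genes). The study's methods name no batch term, so these fits had none. Fold changes are given on the log2 scale with a standard error (SE) taken from the F statistic, and levels as CPM (counts scaled to library size) with TMM factors, mean ± SD. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, then with an estimated correlation, and with fry. Adjusted p values of lists are over the 33 lists of a comparison. With the preset correlation most lists passed somewhere, and the calls that hold with an estimated correlation are stated with each list.

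Before the data were examined, the samples, comparisons, gene lists, tests and most alternatives were fixed. The lists were cholesterol synthesis, sterol-regulated uptake and the SREBP2 pathway, LXR targets and cholesterol efflux, fatty acid and PUFA synthesis, fatty acid oxidation and PPAR alpha targets, glycolysis with gluconeogenesis and pyruvate metabolism, the citrate cycle, folate metabolism, glutamate and glutamine metabolism, bile acids, the insulin-like growth factor axis, complement and acute phase, cytosolic ribosomal proteins, mitochondrially encoded genes, cell cycle, beta-catenin targets, miR-21 targets reported in mammals, and genes the study named. Cell type lists covered hepatocytes, neutrophils and macrophages, lymphocytes, endothelium, stellate cells and fibroblasts, bile duct, exocrine pancreas, endocrine pancreas, intestine, cardiac muscle, skeletal muscle, erythrocytes, lens, neurons and epidermis. Named genes were the 8 largest rises and 8 largest falls among called genes with a mean log2 CPM of at least 1, a gene symbol and the same sign in each batch, up to 10 called interaction genes, up to 4 members of a list by smallest p, the mir-21 genes, CRYAA and the genes the study named. The same rule was applied to the fit with a batch term, a choice made after the data were seen. Called members of a list with few calls were also named, after their values were seen, as were actb2 and VMP1. These members are mlxipl, plvapb, POSTN, SLC5A1, myo7bb, c7a, WNT4, icn and STMN2. Some genes that these rules name are not reported here.

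The batch is shared across groups by the labels, so it pairs the libraries. Deviations from group means correlated at 0.132 to 0.717 between libraries of the same batch among the 12 libraries of batches 7 to 9 (median 0.367, against −0.289 for other pairs), and 12 of 12 libraries correlated best with a library of their own batch. In the 9 WT pairs the correlation was 0.221 to 0.572 (median 0.484, against −0.121), and 13 of 18 libraries correlated best with their partner. Fits with batch as a term (replicate block) are therefore given beside each result that they change.

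Alternatives were DESeq2 1.42.0, each tool with batch as a term, RLE size factors, a total count of at least 10 or no filter, a fit on all 24 libraries or on the 2 groups compared, each library or batch left out, and 3 tissue covariates (mean log2 CPM of the exocrine pancreas, intestine and cardiac muscle lists). A count that moved by more than 1.5 times was treated as changed. Libraries that stand apart in a group of 4 to 10 were sought with Dixon's gap test. Comparisons that share libraries were set against 20 simulations of unchanged groups, in which libraries of a batch were independent although those measured were not. Splits of the libraries into other groups were refitted, for the 9 batches 60 of any kind and 40 that part each pair, the real grouping included in each. Sites of the miR-21 seed in 3′ untranslated regions were not analysed here.

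The scripts were tested on simulated counts with known changes. In 18 simulated WT libraries (15152 genes) edgeR without a batch term recovered 27.9%, 71.4% and 93.7% of genes changed by 1, 2 and 3 on the log2 scale. The batch term raised this to 60.7%, 88.9% and 98.4%, and 1.9% of its calls were unchanged genes. In 12 simulated libraries (16132 genes, miR-21OE on control diet) recovery was 0%, 19.7% and 43.1% without and 4.5%, 47.0% and 70.8% with the batch term, and 2.4% of the latter calls were unchanged genes. DESeq2 with batch as a term made 19.9% and 20.3% of its calls on unchanged genes in these simulations, against 2.0% and 7.5% without the term. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.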

Results

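RNA was sequenced from pooled livers of 13-dpf zebrafish larvae that differed in genotype and diet. The transgene of the miR-21OE larvae was built to overexpress zebrafish mir-21 in hepatocytes, the main cell type of the liver, and carried a lens crystallin promoter with a red fluorescent marker. There were 9 WT-NCD, 9 WT-HCD, 3 miR-21OE-NCD and 3 miR-21OE-HCD libraries, in 9 batches, and a library pooled 13 livers. Total counts averaged 22745000 in WT-NCD, 25345000 in WT-HCD, 24322000 in miR-21OE-NCD and 26473000 in miR-21OE-HCD. Batches differed in composition. Mitochondrially encoded genes took 1.81% to 2.88% of counts in batches 1 to 4 and 0.185% to 0.428% in batches 5 to 9. Genes of the exocrine pancreas, an organ next to the liver, took between 0.0524% and 7.34% of a library. The highest shares were 7.34% in miR-21OE-NCD of batch 9, 6.91% in WT-HCD of batch 2 and 5.46% in WT-NCD of batch 1. Hepatocyte genes took 17% ± 3.36 (SD, n = 9) of counts in WT-NCD, 13.0% ± 4.31 (n = 9) in WT-HCD, 15.8% ± 2.72 (n = 3) in miR-21OE-NCD and 14.8% ± 1.72 (n = 3) in miR-21OE-HCD.

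**Figure D1:**
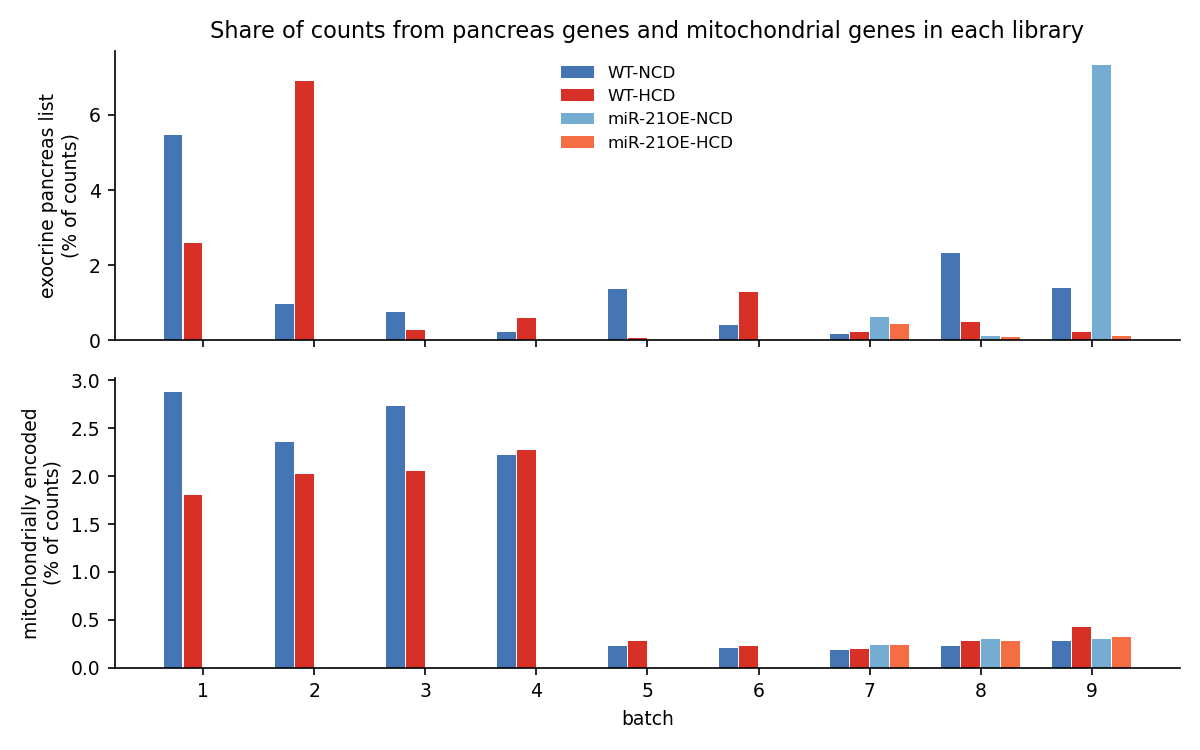
Share of counts (%) from the exocrine pancreas gene list (top) and from mitochondrially encoded genes (bottom) in each library, by batch, with a bar per library coloured by group. The pancreas share reaches 7.34% in a miR-21OE-NCD library of batch 9, and the mitochondrial share is at least 1.81% in batches 1 to 4 and at most 0.428% in batches 5 to 9.

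The diet comparison asked how dietary cholesterol changes the WT larval liver. In 9 WT-HCD against 9 WT-NCD libraries, genes of cholesterol synthesis fell together, and some genes that handle excess sterol rose. CYP51A1 (ENSDARG00000042641), the sterol 14-demethylase, fell from 1358 ± 956 CPM to 3.04 ± 2.5 CPM (mean ± SD, n = 9 per diet), a log2 fold change of −8.81 (SE 0.756, edgeR adjusted p = 5.17e-06). Of the 22 measured genes of cholesterol synthesis, 20 fell and none rose, with a median log2 fold change of −4.74, and 20 fell adjusted over the list alone. They included LSS (−6.82, SE 1.2), the lanosterol synthase, HSD17B7 (−6.65, SE 1.06), SC5D (−6.29, SE 0.804), MSMO1 (−5.73, SE 0.717) and EBP (−5.49, SE 0.899), with edgeR adjusted p between 4.52e-04 and 0.00716. The list passed camera (limma adjusted p = 3.09e-35, or adjusted p = 0.0155 with an estimated correlation). In the sterol-regulated uptake and SREBP2 list, 4 of 10 genes fell (7 adjusted over the list alone; median −1.36; limma adjusted p = 4.35e-09, or 0.0155 with an estimated correlation). These were TMEM97 (−4.82), the LDL receptor gene ldlra (−1.38, SE 0.27, edgeR adjusted p = 0.0134), NPC1L1 (−1.38) and insig1 (−0.94). The batch term gave 7 of 10 lower, including STARD4 and srebf2, which encodes the transcription factor SREBP2. STARD4 was at −1.35 with edgeR adjusted p = 0.0713 without the term and 4.5e-04 with it, and srebf2 at −1.61 with 0.0938 and 0.00409.

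LXR, a nuclear receptor for oxidized sterols, drives genes of cholesterol efflux. Of 19 measured LXR targets and efflux genes, 6 rose and none fell (10 adjusted over the list alone; median 0.87; limma adjusted p = 7.99e-09, or adjusted p = 0.0252 with an estimated correlation). The apolipoprotein gene apoa4a rose by 5.04 (SE 0.672, edgeR adjusted p = 5.82e-04), the sterol transporter ABCG1 by 3.84 (SE 0.548, adjusted p = 9.9e-04), ABCG5, which exports sterols into bile, by 2.14 (SE 0.435, adjusted p = 0.0150) and abca1b by 2.08 (SE 0.435, adjusted p = 0.0168). The phospholipid transfer protein gene PLTP rose from 22 ± 26.2 to 237 ± 145 CPM. NR1H3, the gene of LXR alpha itself, rose by 0.87 and was higher in 8 of 9 batches. In fatty acid and PUFA synthesis 6 of 21 genes fell and none rose (9 adjusted over the list alone; median −0.27; limma adjusted p = 4.45e-07, or adjusted p = 0.0252 with an estimated correlation). FADS3 (ENSDARG00000019532), the fatty acid desaturase gene that the study calls fads2, fell from 2205 ± 1093 to 107 ± 106 CPM (log2 −4.37, SE 0.596, edgeR adjusted p = 6.7e-04). The elongase genes ELOVL2 (−3.70, SE 0.638, adjusted p = 0.006) and ELOVL6 (−3.96, adjusted p = 0.049) fell, as did ACLY (−2.56) and acss2l (−2.77), which make acetyl-CoA, and mlxipl (−0.99), a transcription factor gene of lipogenesis that was lower in 8 of 9 batches. Among the 10 genes that the study named, 1 rose and 5 fell (1 and 7 adjusted over the list alone; median −1.36), and because the study chose them on these samples this count is not independent evidence. That list gave limma adjusted p = 0.0275 with an estimated correlation. Once batch was a term, no list passed with an estimated correlation, where adjusted p was 0.101 for cholesterol synthesis, 0.0736 for the SREBP2 list, 0.165 for LXR targets, 0.0748 for fatty acid synthesis and 0.0779 for the genes the study named.

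**Figure D2:**
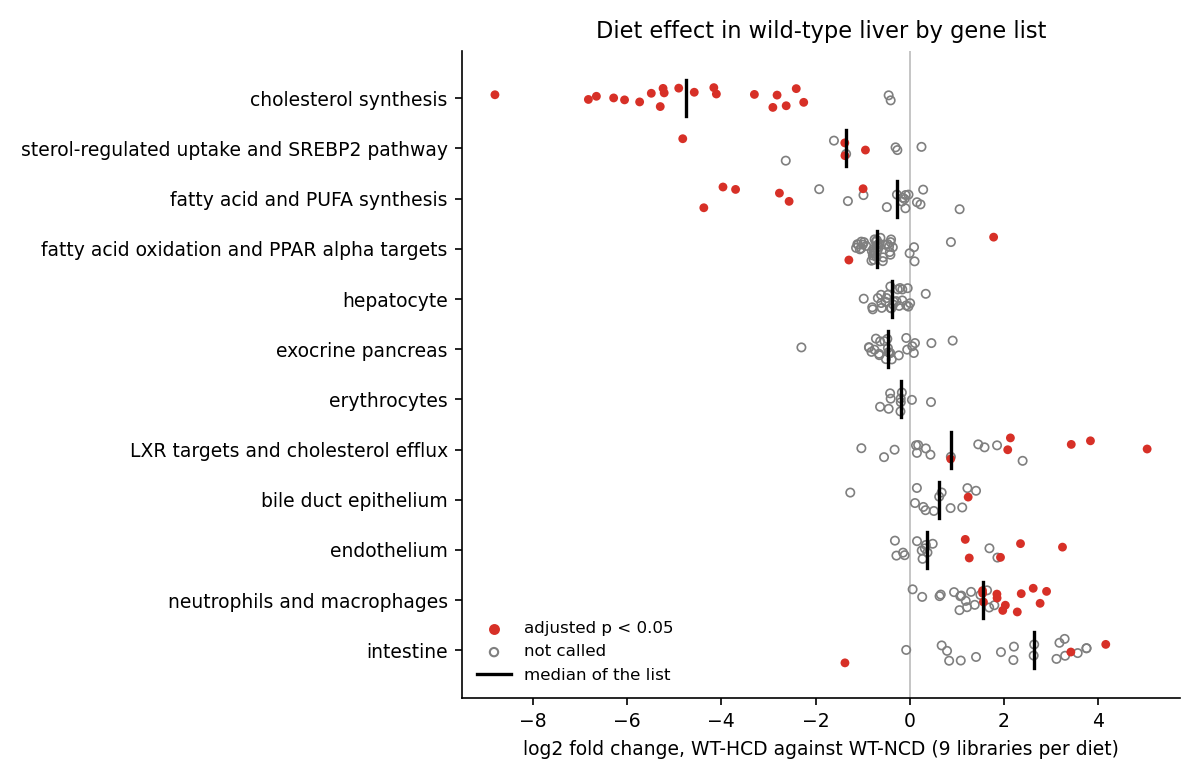
Log2 fold change (x axis) of WT-HCD against WT-NCD in 9 libraries per diet for the members of 12 gene lists (y axis). A point is a gene, red where edgeR's adjusted p is under 0.05 and open grey where it is not, and a black bar is the list's median, which is −4.74 for cholesterol synthesis and 1.55 for neutrophils and macrophages.

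Some genes of myeloid and vessel cells were higher on HCD, while the share of hepatocyte genes in the counts was lower in 9 of 9 batches. Of 28 measured neutrophil and macrophage genes, 12 rose and none fell (22 adjusted over the list alone; median 1.55; limma adjusted p = 3.87e-21, or 0.0275 with an estimated correlation). Among them MMP9, a matrix protease of neutrophils, rose by 2.62 (SE 0.519, edgeR adjusted p = 0.0137), ACOD1, which makes itaconate in activated macrophages, by 2.90 (SE 0.609, adjusted p = 0.0168), the oxidase subunit gene cyba by 1.85 (SE 0.338, adjusted p = 0.00926) and the myeloid transcription factor gene SPI1 by 2.77. In the fit with batch as a term 23 rose, and the list gave adjusted p = 0.0736 with an estimated correlation. Of 18 endothelial genes 5 rose (6 adjusted over the list alone; median 0.36; limma adjusted p = 1.21e-05, but adjusted p = 0.130 with an estimated correlation), among them stab2 (3.24, SE 0.571, edgeR adjusted p = 0.00716), a scavenger receptor of sinusoidal cells, and sele (2.35, SE 0.347, adjusted p = 0.00149), an adhesion molecule for leukocytes, and plvapb (1.26), a gene of fenestrated vessels. In the bile duct list epcam (1.24) rose, 1 of 13 genes (7 up and 1 down adjusted over the list alone and also with batch as a term; median 0.63; adjusted p = 0.150 with an estimated correlation). The stellate cell and fibroblast list had POSTN (0.91), a matrix protein gene, up of 14 (2 adjusted over the list alone, 4 with batch as a term; median 0.25; adjusted p = 0.520 with an estimated correlation). The intestinal list had SLC5A1 (3.42) and myo7bb (4.16), genes of the brush border, up and NPC1L1 down of 21 genes (15 up and 1 down adjusted over the list alone, 1 and 1 with batch as a term). Its median was 2.63, and 1.13 with batch as a term, with adjusted p = 0.532 with an estimated correlation. Intestinal genes took 0.307% of counts in WT-HCD of batch 2 and 0.17% in WT-HCD of batch 6.

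In complement and acute phase 3 of 28 genes rose (6 up and 1 down adjusted over the list alone, 7 and 4 with batch as a term), the complement gene c4b (1.92, SE 0.216, edgeR adjusted p = 1.2e-04), the terminal complement gene c7a (1.23) and the hepatokine gene LECT2 (1.88). The median of that list was −0.01 while its mean was 0.23 and camera gave it as up, and adjusted p was 0.532 with an estimated correlation. Fatty acid oxidation and PPAR alpha targets had a median of −0.70, with 1 of 43 genes up, acsl1b (1.78), an acyl-CoA synthetase gene, and 1 down, pparaa (−1.29, SE 0.268, edgeR adjusted p = 0.0164), the gene of PPAR alpha itself. Adjusted over the list alone, 1 rose and 6 fell. The fit with batch as a term had 32 down. With an estimated correlation adjusted p was 0.150 without that term and 0.219 with it. In folate metabolism 2 of 29 genes fell, among them the purine synthesis gene ATIC (−1.62), as many as adjusted over the list alone (median −0.34; 9 with batch as a term; adjusted p = 0.246 with an estimated correlation). The citrate cycle list had 1 of 22 down, IDH1, the gene of the cytosolic isocitrate dehydrogenase rather than of a mitochondrial one (−1.57; median −0.28; 5 with batch as a term; adjusted p = 0.150 with an estimated correlation). In glutamate and glutamine metabolism glud1a (1.12) rose and ASS1 (−3.02, lower in 8 of 9 batches) fell, of 22 genes (2 and 2 adjusted over the list alone, 2 and 6 with batch as a term; median −0.26; adjusted p = 0.529 with an estimated correlation).

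Further large rises were in vcanb (3.02, SE 0.599, edgeR adjusted p = 0.0137), a matrix proteoglycan gene, SWAP70 (2.76, SE 0.459, adjusted p = 0.00431), lgals9l3 (2.47, adjusted p = 0.0496), a galectin gene, and SLC7A7 (2.34, adjusted p = 0.0181), an amino acid transporter gene. Across all 15622 genes, edgeR called 220 higher and 95 lower on HCD, and 1026 higher and 1061 lower with batch as a term. Of the genes named for this comparison, all went the same way in 9 of 9 batches except NR1H3, ASS1, mlxipl and WNT4 with 8 of 9 and SLC5A1 and myo7bb with 7 of 9. The same sign in each batch was a condition for naming the largest changes, so for those genes it is not independent evidence. In the fit with batch as a term, SLC5A1 (1.34, edgeR adjusted p = 0.201) and myo7bb (2.01, adjusted p = 0.137) were not called. The count fell whichever batch was left out. It was 76 without batch 6, and 172, 152, 207, 201, 157 and 145 without batches 1, 2, 3, 4, 5 and 7. Without batches 8 and 9 in turn it was 240 and 277. How much of the fall came from fewer libraries was not tested. Within batches 1 to 4, edgeR called 10 genes higher and 22 lower (0 and 6 with batch as a term), and within batches 5 to 9 it called 5 and 2 (81 and 47 with batch as a term).

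The 12 WT libraries of batches 1 to 6 share no library with the genotype comparisons. In these 6 WT-HCD and 6 WT-NCD libraries CYP51A1 fell by 9.15 (SE 0.462, edgeR adjusted p = 5.69e-07) and FADS3 by 4.75 (SE 0.753, adjusted p = 0.0176), while ABCG5 rose by 2.62 (SE 0.370, adjusted p = 0.00921) and c4b by 1.98 (SE 0.272, adjusted p = 0.00921). Of 23 genes of cholesterol synthesis 13 fell and none rose (21 adjusted over the list alone, 16 with batch as a term; median −3.70; adjusted p = 0.0308 with an estimated correlation). Of the SREBP2 list TMEM97 fell (−4.79), 1 of 10 genes (5 adjusted over the list alone; adjusted p = 0.0308 with an estimated correlation). Of 29 neutrophil and macrophage genes 3 rose, the chemokine receptor gene cxcr1 (4.33), cyba (1.84) and SPI1 (2.77) (20 adjusted over the list alone, 17 with batch as a term; median 1.75; adjusted p = 0.108 with an estimated correlation). In all, 32 genes were higher and 29 lower, and 499 and 407 with batch as a term. Without batch 2 the count was 7, and it was 22, 15, 15, 33 and 20 without batches 1, 3, 4, 5 and 6.

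mir-21 was counted first in the 12 libraries of batches 7 to 9, as a check of the genotype labels. The mir-21 gene MIR21 (ENSDARG00000082187) had 53, 25 and 12 counts in WT-NCD of batches 7, 8 and 9, and 117, 146 and 210 in miR-21OE-NCD. It had 139, 36 and 45 counts in WT-HCD and 158, 152 and 160 in miR-21OE-HCD. Its log2 fold change in miR-21OE was 2.41 on NCD (SE 0.595, edgeR adjusted p = 0.354, and 0.0904 with batch as a term) and 1.12 on HCD (SE 0.565, edgeR adjusted p = 0.926, and 0.418 with batch as a term), higher in each batch and not called. DESeq2 called it on NCD (2.39, DESeq2 adjusted p = 0.0134) and not on HCD (adjusted p = 0.767). An annotated mir-21 gene at another locus (ENSDARG00000080484) had 5 counts over the 3 miR-21OE-HCD libraries and 0 in the 9 others of these batches. Total RNA libraries count the precursor and any transgene transcript rather than the mature microRNA. The lens crystallin gene CRYAA had 25, 12 and 10 counts in miR-21OE-NCD and 16, 7 and 14 in miR-21OE-HCD, against a total of 1 count in WT on each diet.

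The comparison of miR-21OE-NCD with WT-NCD asked what the transgene changes on the control diet. SLC23A1, an ascorbate transporter gene, rose from 2.61 ± 0.452 to 14.1 ± 0.809 CPM (SD, n = 3; log2 2.43, SE 0.290, edgeR adjusted p = 0.0306). MAPK8IP3, a kinase scaffold gene, rose from 2.66 ± 1.06 to 50.8 ± 8.57 CPM (4.26, SE 0.588, adjusted p = 0.0404), and the actin gene actb1 from 530 ± 174 to 2843 ± 672 CPM (2.42, SE 0.332, adjusted p = 0.0404). The microRNA gene MIR30E rose from 2, 3 and 0 counts to 302, 1238 and 1439 counts (edgeR adjusted p = 0.0372). Whether counts of MIR30E and actb1 include transcripts of the transgene was not tested. LDHD, the D-lactate dehydrogenase gene, fell from 15.5 ± 3.33 to 1.43 ± 0.811 CPM (−3.44, SE 0.422, adjusted p = 0.0306), ROGDI from 9.01 ± 1.47 to 1.83 ± 0.333 CPM (−2.29, SE 0.285, adjusted p = 0.0306), and ITIH2, a plasma protein gene made by hepatocytes, from 1871 ± 134 to 519 ± 64.5 CPM (−1.85, SE 0.259, adjusted p = 0.0404).

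**Figure D3:**
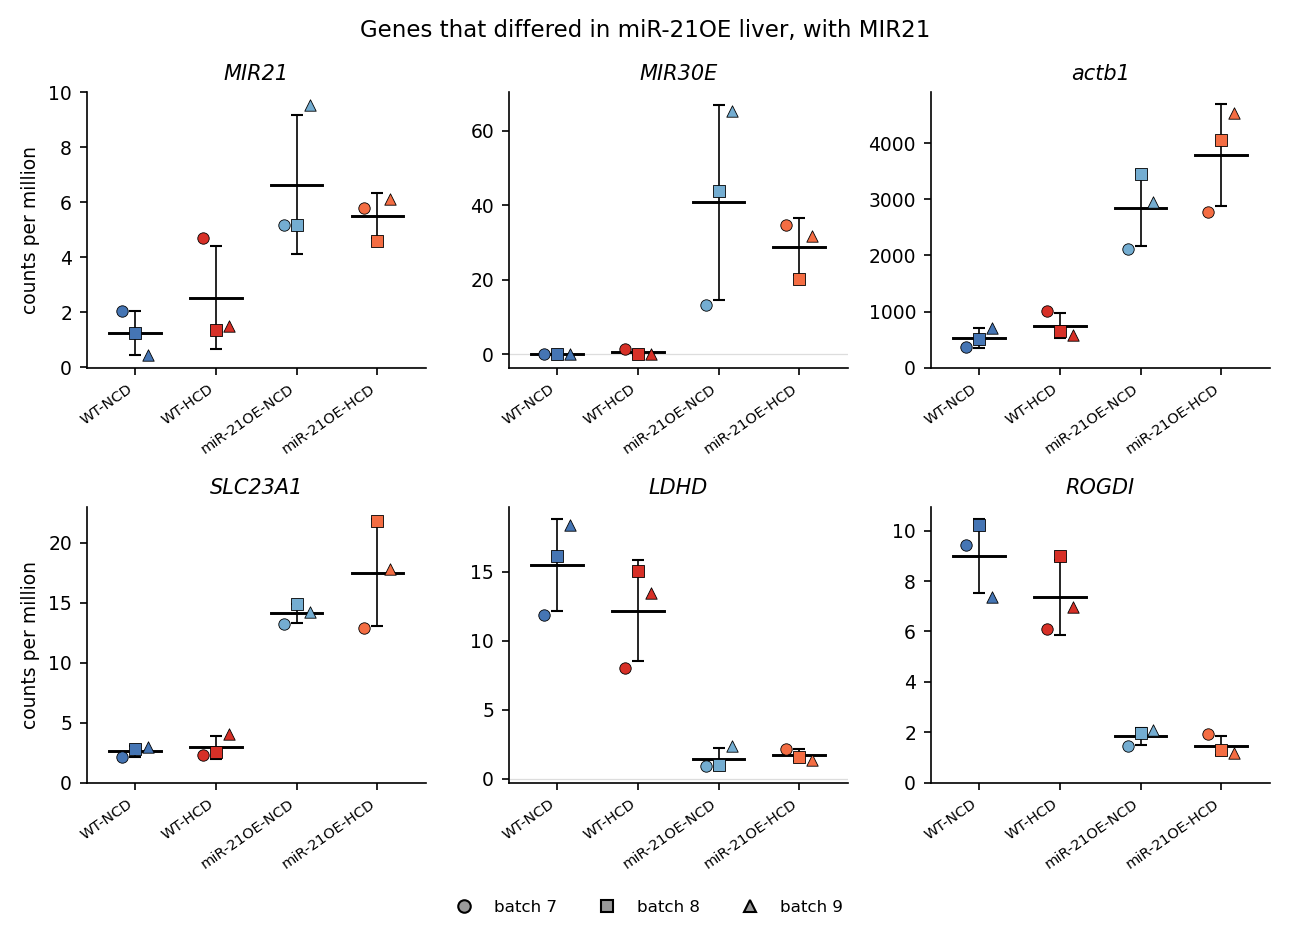
CPM (y axis, linear) of MIR21, MIR30E, actb1, SLC23A1, LDHD and ROGDI in the 4 groups of batches 7 (circle), 8 (square) and 9 (triangle), where a bar is the mean and whiskers the SD (n = 3). SLC23A1 lies at 14.1 ± 0.809 CPM in miR-21OE-NCD and 2.61 ± 0.452 CPM in WT-NCD.

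These were the 4 higher and 3 lower genes that edgeR called on NCD. With batch as a term it called 28 higher and 27 lower, adding NME3 (3.46, edgeR adjusted p = 0.0406), the receptor kinase gene RET (3.24, 0.00849), the fatty acid transporter gene SLC27A6 (−3.34, 0.0233), the synaptic adhesion gene nrxn1b (−3.20, 0.0044), IGFBP2 (−2.34, 0.00849), which encodes a binding protein for insulin-like growth factors, the cytokine subunit gene ebi3 (−2.47, 0.0125) and BHMT (1.26, 0.0145), which makes methionine from homocysteine. Of 45 genes of glycolysis, gluconeogenesis and pyruvate metabolism, LDHD alone was called without the batch term (1 up and 2 down adjusted over the list alone and also with batch as a term; adjusted p = 0.706 with an estimated correlation). The insulin-like growth factor axis had 0 of 19 called without the term and IGFBP2 with it (1 adjusted over the list alone; adjusted p = 0.503 with an estimated correlation). Of the 28 miR-21 targets reported in mammals 0 were called, with a median of −0.15 and adjusted p = 0.503 with an estimated correlation. In simulations this comparison recovered 0% of genes changed by 1 on the log2 scale, and 4.5% with batch as a term. The absence of calls therefore says little of small changes in single targets. In fatty acid oxidation and PPAR alpha targets 0 of 43 were called (3 down adjusted over the list alone, 1 with batch as a term; median −0.26; adjusted p = 0.806 with an estimated correlation), and PPARA was at −1.09 (SE 0.274, edgeR adjusted p = 0.369). PPARA, which the study calls pparab and gave as lower, was called lower in 2 of 30 alternative fits. Intestinal genes had a median of 2.20 with 0 of 27 called (adjusted p = 0.806 with an estimated correlation), and the exocrine pancreas list took 2.69% ± 4.03 of counts in miR-21OE-NCD (SD, n = 3). The calls changed as single libraries were left out. Leaving out some libraries outside this comparison also ended them, so the losses do not show that given libraries carried the calls. Without WT-NCD of batch 7, 8 or 9 none of the genes tested by edgeR was called, nor without miR-21OE-NCD of batch 7 or 8 or miR-21OE-HCD of batch 8 or 9. The count was 1 without miR-21OE-NCD of batch 9, 4 without miR-21OE-HCD of batch 7, and 12 and 4 without WT-HCD of batches 7 and 8. The 55 genes called with batch as a term went to 4 without miR-21OE-NCD of batch 9, the library with 7.34% exocrine pancreas genes.

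On HCD the genotype comparison gave some of the same genes. SLC23A1 rose from 2.95 ± 0.949 CPM in WT-HCD to 17.5 ± 4.48 CPM in miR-21OE-HCD (SD, n = 3; log2 2.57, SE 0.289, edgeR adjusted p = 0.0351) and ROGDI fell (−2.32, SE 0.285, adjusted p = 0.0408). These were the 1 higher and 1 lower gene that edgeR called. With batch as a term it called 24 higher and 20 lower. They included MIR30E (5.79, edgeR adjusted p = 0.0262, against 0.132 without the term), MAPK8IP3 (0.0182, against 0.0614), actb1 (0.0233, against 0.0614) and LDHD (0.0173, against 0.0614). They also included the thyroid hormone deiodinase gene DIO2 (3.74, 0.0251), AIFM2 (−2.24, 0.00895), a suppressor of lipid peroxidation, SLC27A6 (−3.20, 0.0262), nrxn1b (−2.36, 0.00895), BHMT (1.45) and FADS3 (2.35, SE 0.338, 0.0251, against 2.13 and 0.546 without the term). ELOVL2 lay at 1.22 (edgeR adjusted p = 1, and 0.135 with batch as a term). MIR30E had 40, 3 and 4 counts in WT-HCD and 947, 672 and 830 in miR-21OE-HCD. Complement and acute phase genes had a median of −0.42 with 0 of 28 called (limma adjusted p = 4.36e-06, but adjusted p = 0.570 with an estimated correlation), as against −0.22 on NCD (0.706 with an estimated correlation). The miR-21 targets had a median of −0.17 and 0 called (adjusted p = 0.570 with an estimated correlation), which again says little of small changes. Neutrophil and macrophage genes had a median of −0.50 (0.845 with an estimated correlation). The edgeR count was 10 without WT-HCD of batch 7, 3 without miR-21OE-NCD of batch 7, and 0 or 1 without each of WT-NCD of any batch, WT-HCD of batches 8 and 9, miR-21OE-NCD of batches 8 and 9, and miR-21OE-HCD of batches 8 and 9.

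SLC23A1 and ROGDI were thus called on both diets. Adding batch as a term gave 30 genes called the same way on both diets, 14 higher and 16 lower, where independent lists of these lengths would share 0.0408 and 0.0328 genes. Fold changes in miR-21OE on the diets correlated across genes at 0.407 with a covariance of 0.16, against 0.00239 and 0.00100 in simulations of unchanged groups that left out the pairing by batch. Genes are not independent replicates, and these comparisons share no library but share batches. Without batch 8 or batch 9 the count shared by both diets was 0, and the 30 genes went to 4 without miR-21OE-NCD of batch 9.

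The diet effect was also tested within batches 7 to 9. In WT, CYP51A1 had a log2 fold change of −8.47 (edgeR adjusted p = 0.587) and of −7.37 with batch as a term (SE 0.898, adjusted p = 0.0189), FADS3 −3.92 (0.554) and −4.04 (SE 0.36, 0.00277), ELOVL2 −3.14 (1) and −3.30 (SE 0.350, 0.00767), and ABCG5 1.78 (0.554) and 1.74 (SE 0.246, 0.0421). With the term ATIC (−1.82), IDH1 (−1.61), the purine synthesis gene PAICS (−1.38) and ASS1 (−4.07, edgeR adjusted p = 0.00277, against 0.0778 without it), a urea cycle gene, also fell. Without a batch term edgeR called 0 genes in WT, with 642 at an unadjusted p under 0.05, while edgeR with batch as a term called 4 higher and 10 lower, and DESeq2 35 and 42 (74 and 110 with batch as a term). Cholesterol synthesis genes had a median of −5.34, with 0 of 23 called (20 down adjusted over the list alone, 2 with batch as a term; adjusted p = 0.116 with an estimated correlation). The SREBP2 list had a median of −1.29 with 0 of 10 called (6 down adjusted over the list alone; adjusted p = 0.0121 with an estimated correlation). Fatty acid and PUFA synthesis genes had a median of −0.40 with 0 of 21 called (3 down adjusted over the list alone and with batch as a term; adjusted p = 0.134 with an estimated correlation, and 0.0484 with batch as a term). Neutrophil and macrophage genes had a median of 1.49 with 0 of 31 called (12 up adjusted over the list alone; adjusted p = 0.0671 with an estimated correlation). Without batch 7, edgeR called 26 genes.

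In miR-21OE-HCD against miR-21OE-NCD, ASS1 fell with batch as a term (log2 −4.03, edgeR adjusted p = 0.00901, against 0.114 without the term). FADS3 was at −1.76 and ldlra at −0.97, neither called. Cholesterol synthesis genes had a median of −4.50 with 0 of 23 called (19 down adjusted over the list alone, 1 with batch as a term; adjusted p = 0.241 with an estimated correlation), and LXR targets a median of 0.92 (adjusted p = 0.0675 with an estimated correlation). Exocrine pancreas genes had a median of −3.92, with 23 of 25 down adjusted over the list alone and 0 called over all genes (adjusted p = 0.352 with an estimated correlation). Their share was 7.34% in miR-21OE-NCD of batch 9 and 0.210% ± 0.186 (SD, n = 3) in miR-21OE-HCD. Without a batch term edgeR called 0 genes, with 430 at an unadjusted p under 0.05, with batch as a term 0 higher and 2 lower, and DESeq2 1 and 18 (22 and 30 with batch as a term). Without batch 7, edgeR called 13 genes.

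**Figure D4:**
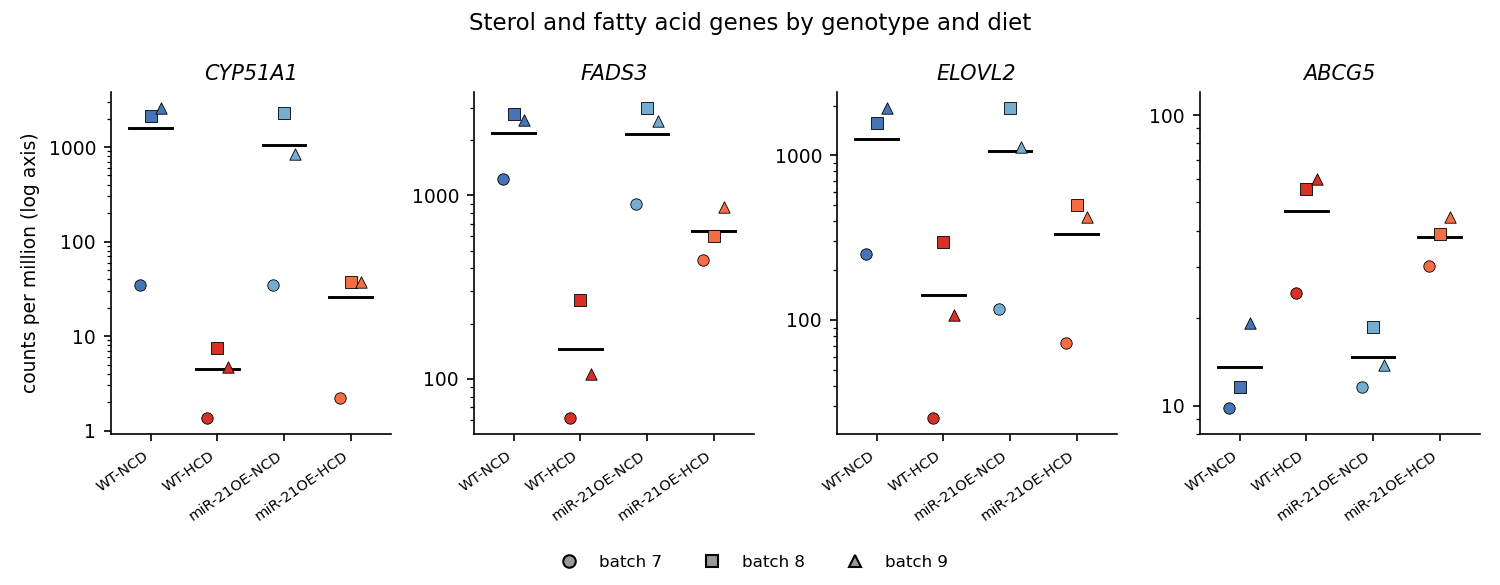
CPM (y axis, log scale) of CYP51A1, FADS3, ELOVL2 and ABCG5 in the 4 groups of batches 7 (circle), 8 (square) and 9 (triangle), where a bar is the mean (n = 3). The log2 fold change of FADS3 on HCD is −3.92 in WT and −1.76 in miR-21OE, and their difference was not called.

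The interaction asked whether the diet effect differs between genotypes. FADS3 had an interaction of 2.16 (SE 0.819; 2.46 with batch as a term), a smaller decrease on HCD in miR-21OE than in WT, ELOVL2 of 1.46 and PPARA of 0.74. None was called (edgeR adjusted p = 1 each). Without a batch term edgeR called 0 genes, with 159 at an unadjusted p under 0.05, with batch as a term 0 genes with 311, DESeq2 0 with 310, and DESeq2 with batch as a term 7 higher and 1 lower. No list passed with an estimated correlation. Neutrophil and macrophage genes had a median interaction of −0.54 (limma adjusted p = 1.69e-08, but 0.754 with an estimated correlation). No gene was called by edgeR in opposite directions by diet in WT and by miR-21OE on HCD (0 without a batch term), and 1 was with batch as a term, FADS3, lower by diet and higher by genotype. DESeq2 gave 6 such genes, and 19 with batch as a term. These comparisons share the WT-HCD libraries of batches 7 to 9. Their fold changes correlated across genes at −0.257 with a covariance of −0.109, against −0.496 and −0.201 in 20 simulations of unchanged groups, which left out the pairing of libraries by batch and so give no expected value for paired libraries. Genes called by diet in both genotypes but not by miR-21OE numbered 0 by edgeR without a batch term, 2 with it, among them ASS1, and 12 by DESeq2 (18 with batch as a term).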

Values the study reported

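The study compared groups with DESeq2 at an adjusted p below 0.05. For diet in WT larvae it reported 181 changed genes, of which 74 were higher and 107 lower on HCD. It counted 23 genes as diet-dependent, 9 up and 14 down. For miR-21OE it gave 361 changed genes on NCD (173 up, 188 down) and 337 on HCD (200 up, 137 down), with 162 changed on both diets (95 up, 67 down). Of the 67 lower genes, 23 (34%) were said to hold a site for the miR-21 seed. The study set this share against that of zebrafish genes in general. It measured some of these genes again by qRT-PCR on NCD in independent experiments, among them ldhd, itih2 and igfbp2a. It reported that these measurements, set relative to β-actin, bore out the sequencing. In its comparison of miR-21OE-NCD with WT-NCD the study gave dre-mir-21-1 a log2 fold change of 1.73. It called this significant and took it as evidence of overexpression. The study also named pparab as lower in miR-21OE-NCD than in WT-NCD, and fads2 and elovl2 as significantly higher in miR-21OE than in WT on HCD. Genes that miR-21OE and HCD moved in opposite directions numbered 17, and 4 of them also changed with diet in miR-21OE. A larger set of 9 WT samples per diet was also fitted by the study, for a comparison with mouse data.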

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

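The tests of neighbouring genes and of the hepatocyte share, the random splits of the 18 WT libraries, and the fits of tissue covariates beside a batch term and of the 6 other batches with a batch term were chosen only after the result was seen. Libraries that stand apart were sought in 126 groups and measures, of which chance alone would mark about 5%, and 7 values were marked. The WT-NCD library of batch 1 was the highest of 9 in the share of exocrine pancreas genes (5.46%), endocrine pancreas genes (0.0268%) and cardiac muscle genes (0.0924%). The WT-HCD library of batch 2 was the highest of 9 in the same groups, at 6.91%, 0.0143% and 0.297%. In WT-NCD of batch 7 the sterol gene CYP51A1 was the lowest of 9, at 5.38 log2 CPM. The miR-21OE-NCD library of that batch was also low in CYP51A1, with 786 counts against 64183 and 18670 in its group, as the WT-NCD library was with 896 counts against 43394 and 69937 in batches 8 and 9.

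The first pattern is the set of 30 genes that differed the same way in miR-21OE on both diets with batch as a term, which went to 4 without miR-21OE-NCD of batch 9, the library highest in exocrine pancreas genes. Carry-over of pancreas, intestine or cardiac tissue, the only tissues covered, was argued against as the whole cause. With 3 tissue covariates beside the batch term the genes kept a median of 1.01 of their fold on HCD and 1.03 on NCD (lower quartiles 0.980 and 0.957). Calls over all tested genes went to 0 on NCD and to 7 on HCD. The median SE of the 30 genes rose from 0.272 to 0.484 on NCD but only from 0.267 to 0.278 on HCD. Residual degrees of freedom went from 6 to 3, and which of these lowered the calls was not tested. After 2 SE were taken off, 30 of 30 genes on HCD but 15 of 30 on NCD kept over 0.5 of their fold. For a stretch of chromosome inherited with the transgene, among the 24 of 30 genes with a place 1 pair lay within 100 places in the gene order. A share of 0.798 of 10000 random draws had as many. By the upper tail of the draws up to 4 pairs would not stand out, so a short stretch could be missed and is not excluded. An effect of miR-21 was not tested here and stays open as a hypothesis, as do transcripts of the transgene itself, an inherited stretch of chromosome and other founder differences.

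The second pattern is the rise of neutrophil and macrophage genes on HCD in 9 WT pairs, where the mean batch difference of the list was 1.39 (SD 0.420, higher in 9 of 9 batches). The share of hepatocyte genes was lower in 9 of 9 batches, which would raise every other cell type alike and stays open as a part of the rise. As the whole cause it was argued against by other cell types of the liver, which were higher by less. These were endothelial genes (0.725, 9 of 9), bile duct genes (0.485, 8 of 9) and stellate cell genes (0.229, 5 of 9). Exact sign permutation tests against the list, two-sided, gave adjusted p = 0.00977, 0.0130 and 0.0195. Erythrocyte genes (−0.396, SD 0.671, 2 of 9) and, with a wider spread, exocrine pancreas genes (−0.914, SD 2.27, 4 of 9) moved apart from the list (adjusted p = 0.00977 and 0.0312). Their shares may follow blood content and dissection, so they are weak tests of the hepatocyte share. These tests take batches as independent. Carry-over of pancreas, intestine or cardiac tissue, the only tissues covered, was argued against for the size of the rise. With 3 tissue covariates beside the batch term the list kept 1.03 of its median (1.41 and 1.46), although calls went from 23 to 1 of 28 as the median SE rose from 0.286 to 0.499. Without batch 6 the list kept 0.963 of its mean, higher in 8 of 8. More leukocytes in the liver, or more expression per cell, stay open as hypotheses that these RNA data do not separate. In stained liver sections of WT larvae the study reported more clusters of inflammatory cells on HCD.

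The third pattern is the negative relation across genes between the WT diet effect and miR-21OE on HCD. The diet effect of the 6 other batches, which share no library, gave a correlation of −0.198 without a gene called in opposite directions, and −0.169 with batch as a term, with 3 genes in opposite directions and 3 in the same. With miR-21OE on NCD that diet effect correlated positively, at 0.239 and at 0.234 with batch as a term, with 6 genes in the same direction and 0 in opposite ones. The simulated covariance of unchanged groups took libraries of a batch as independent, so it sets no bound for these paired libraries. The diet effect of the 6 other batches has no library in common with miR-21OE on HCD. Sharing of libraries therefore cannot account for its correlations of −0.198 and −0.169. No spread was estimated for these correlations. To exclude the shared WT-HCD libraries as the whole cause, the rule fixed beforehand asked for a covariance below the simulated one. It also asked for a gene called in opposite directions in the 6 other batches. The covariance was −0.109 against −0.201, and without a batch term no gene was so called. By that rule the test cannot tell whether the shared libraries are the whole cause. How much the shared libraries add was not tested. A reversal of the diet effect by miR-21 stays open as a hypothesis. The correlation with the other batches was negative on HCD alone, but called genes went both ways.

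Other splits of the libraries were refitted beside each count. Of 60 splits of the 18 WT libraries, the real one and 59 drawn at random, 3 with the real one gave as many genes as the diet (315), the highest other 4539, so chance is not excluded by these splits. The other splits, with 4539 and 3889 genes, point to a structure of the samples apart from diet. They put 2 and 8 libraries of batches 5 to 9 among the 9 of a group, but batch alone was not shown to give their calls, as splits of the 6 other batches that put all libraries of batches 5 and 6 in a group gave 3219, 2929 or 0 genes. Among 40 splits that part every pair, as the diet does, the diet alone gave as many (highest other 13), and with batch as a term 2087 against 0. For the 6 other batches, 3 of 60 splits, again with the real one, gave as many genes as the diet (61, the highest other 3219), and 1 of 32 that part every pair (highest other 0), with 906 against 2 with batch as a term. With 3 libraries a group the 10 splits are too few for a share under 0.05: the real counts were 7 on NCD and 2 on HCD for miR-21OE (1 of 10 splits each, highest other 0), and 0 for diet in WT and in miR-21OE (10 of 10 splits, highest other 0). Of 30 joint regroupings, 1 gave as many genes called on both diets (2, the highest other 0), which was the real one, but these splits were not held to the batch pairs, and splits that part every pair are too few for a share under 0.05. All 30 splits gave as many interaction genes (0, the highest other 6), genes called by diet in both genotypes (0, the highest other 0) and opposite calls (0, the highest other 0). No split can fall below a real count of 0, so these splits, and those of diet in WT and in miR-21OE, say nothing of chance. With batch as a term 4 splits part every pair, too few for a share under 0.05, with real counts of 14, 55, 44 and 2 for diet in WT, miR-21OE on NCD, miR-21OE on HCD and diet in miR-21OE, against 0 each.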

How the results depend on the processing

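DESeq2 with batch as a term, subsets of batches, batches 7 to 9 left out in turn, covariates with batch as a term, removals of libraries with batch as a term and the diet effect of the 6 other batches with that term were added only after the result was seen. Of 2792 values of 108 results, each a named gene in a comparison, 2038 stayed on their side of the threshold, 551 lost a call and 202 gained it. A direction reversed in 1 (SLC5A1, diet in wild-type, 9 batches), an intestinal gene, at −0.0899 with 3 tissue covariates, which include its own list, beside batch as a term. Calls of lists held in 97 of 98 cases with RLE size factors and 93 with batch as a term, in 26 with fry and in 10 with an estimated correlation. Among the named genes reported in the text, batch as a term changed no call other than those given. Other genes that the naming rules gave are not covered. RLE factors moved no count by over 1.5 times. Seed site alternatives were not run. Depth limits MIR21, CRYAA and MIR30E, with few counts in WT. Except where fewer libraries or residual degrees of freedom show it, the cause was not tested.

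Counts are given in the order diet in WT (9 batches), diet in 6 WT batches, diet in WT (batches 7 to 9), miR-21OE on NCD, miR-21OE on HCD, diet in miR-21OE, both diets, diet in both genotypes and opposite calls, which were 315, 61, 0, 7, 2, 0, 2, 0 and 0. With batch as a term (replicate block, pairing libraries by batch) they were 2087, 906, 14, 55, 44, 2, 30, 2 and 1. DESeq2 gave 984, 918, 77, 106, 82, 19, 44, 12 and 6, and DESeq2 with batch as a term 3168, 2609, 184, 415, 340, 52, 174, 18 and 19, with 8 interaction genes. In simulations about 20% of the calls of the latter were unchanged genes (19.9% and 20.3%). Few genes were changed in these simulations, so that share need not hold for the real counts.

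With 3 tissue covariates the 6 WT batches gave 121, and miR-21OE on NCD, on HCD and both diets 0 each. With batch as a term beside them diet in WT gave 87, miR-21OE on NCD 0, on HCD 7, diet in miR-21OE 1 and both diets 0. All 24 libraries in the fit gave 483 for diet in WT, 95 and 168 for miR-21OE on NCD and HCD, 53 on both diets and 5 opposite. That fit had no batch term and set miR-21OE of batches 7 to 9 against WT of batches 1 to 9. Its miR-21OE counts therefore mix genotype with differences between batches. Fits of the 2 groups compared gave 0 for miR-21OE on NCD, on HCD and both diets. Without a filter the 6 WT batches gave 38, diet in WT (batches 7 to 9) 1, miR-21OE on HCD 9, diet in miR-21OE 1, both diets 6 and diet in both genotypes 1. With a total of at least 10 the 6 WT batches gave 34, miR-21OE on HCD 1 and both diets 1.

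Diet in WT gave 32 in batches 1 to 4 (6 with batch as a term), 7 in batches 5 to 9 (128) and 20 without batches 1, 2 and 6 (511). The diet effect of the 6 other batches with batch as a term gave 3 opposite calls. With batch as a term and without miR-21OE-NCD of batch 9, the values were 11 for diet in WT, 4 and 39 for miR-21OE on NCD and HCD, 2 for diet in miR-21OE, 4 on both diets, 2 for diet in both genotypes and 1 opposite. Without WT-HCD of batch 7 they were 13, 52, 34, 4, 24 and 4, in that order and without opposite calls moved.

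Leaving out a library, pair or batch gave 76 to 277 for diet in WT, 76 to 207 where it moved by over 1.5 times, and 7 to 33 in the 6 WT batches. In batches 7 to 9, without a batch term, it gave 0 to 26 for diet in WT, 0 to 12 and 0 to 16 for miR-21OE on NCD and HCD, 0 to 13 for diet in miR-21OE, 0 to 7 on both diets and 0 to 8 for diet in both genotypes. Batches left out with batch as a term gave 1 to 19, 0 to 7, 0 to 29, 0 to 12, 0 to 7 and 0 to 7 in the same order. Over these fits together, the counts that moved from 0 ran from 1 to 26 for diet in WT, 1 to 13 for diet in miR-21OE and 1 to 8 for diet in both genotypes. Without a batch term, the highest count on NCD came without WT-HCD of batch 7, and leaving out batch 7 gave the highest counts elsewhere, level with WT-HCD of batch 7 on both diets. Leaving out batch 8 or 9 gave 0 for miR-21OE on either diet, with or without a batch term.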

Other observations

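Chosen only after the result was seen were the comparison of actb1 with actb2, the values of VMP1 and the look at the batch term beside the study's counts. Several tissue and pathway lists have not been described for diet in the 9 WT batches. Hepatocyte genes had a median log2 fold change of −0.37 with 0 of 26 called (6 down with batch as a term; limma adjusted p = 2.1e-06, but 0.253 with an estimated correlation). Cell cycle genes had a median of 0.55 with 0 of 26 called (limma adjusted p = 1.83e-04, but 0.520 with an estimated correlation), and cytosolic ribosomal protein genes −0.14 with 0 of 75 called (0.00202, but 0.559). In glycolysis, gluconeogenesis and pyruvate metabolism 0 of 44 were called, with a median of −0.31 (2 up and 12 down with batch as a term; 0.00448, but 0.276). Bile acid genes had a median of −0.17 with 0 of 20 called (1 up and 2 down with batch as a term; adjusted p = 0.532 with an estimated correlation). The insulin-like growth factor axis had a median of −0.36 with 0 of 19 called (1 up and 4 down with batch as a term; 0.031, but 0.150), and beta-catenin targets 0.24 with WNT4 (1.21, higher in 8 of 9 batches) up of 16 (3 adjusted over the list alone and with batch as a term; 0.0462, but 0.130). Of 28 miR-21 targets reported in mammals 1 fell, pparaa (2 up and 2 down with batch as a term; median −0.10; adjusted p = 0.828 with an estimated correlation), and 0 of 13 mitochondrially encoded genes were called (median −0.54, or −0.37 with batch as a term; 0.666).

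Lists of other tissues were less uniform. Exocrine pancreas genes had a median of −0.46 with 0 of 25 called (1 down with batch as a term; limma adjusted p = 1.58e-04, but 0.532 with an estimated correlation), and endocrine pancreas genes −1.19 with 0 of 6 called (0.532). Erythrocyte genes had a median of −0.19 with 0 of 10 called (1 down with batch as a term; 0.0386, but 0.520). Cardiac muscle genes had a median of 1.27 with 0 of 7 called (3 up and 1 down adjusted over the list alone, 1 and 1 with batch as a term; 0.532). Skeletal muscle genes had a median of 0.33 and a mean of 0.15 while camera gave them as down, with 0 of 19 called (0.725). Epidermal genes had icn (1.56) up of 16 (2 adjusted over the list alone and with batch as a term; median 0.66; 0.559), and neuronal genes STMN2 (−1.76) down of 6 (median −1.73; 0.532). Lens crystallin genes (0 of 3 called, median −0.04; 0.725) and lymphocyte genes (0 of 2 called, median 0.08; 0.840) had few members. In batches 7 to 9 exocrine pancreas genes had a median of −2.33 by diet in WT with 0 of 25 called (limma adjusted p = 1.99e-06, but 0.470 with an estimated correlation).

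The cytoplasmic actin genes actb1 and actb2 are near-identical copies. In miR-21OE actb1 rose on NCD, at 530 ± 174 CPM in WT-NCD and 2843 ± 672 CPM in miR-21OE-NCD, and was at 745 ± 225 CPM in WT-HCD and 3789 ± 908 CPM in miR-21OE-HCD (SD, n = 3). The copy actb2 had log2 fold changes of 0.17 on NCD and −0.05 on HCD, from 3935 ± 364 CPM in WT-NCD, and was not called. How reads shared by the copies were counted is not given, so the size for actb1 is uncertain. The study set its qRT-PCR values relative to β-actin. Which copy its primers measured, and whether the actb1 difference moved those values, was not tested. Whether the transgene carries actin or MIR30E sequence was not tested. VMP1 neighbours the mir-21 gene in vertebrates. Scaled to total counts, it was at 33.98, 66.30 and 91.70 CPM in WT-NCD of batches 7, 8 and 9 and 38.56, 86.45 and 38.598 CPM in miR-21OE-NCD, higher in 2 of 3 batches. It was at 80.63, 98.60 and 113.5 CPM in WT-HCD and 61.75, 94.87 and 59.09 CPM in miR-21OE-HCD, lower in each batch, while MIR21 counts were higher in miR-21OE in each batch on both diets.

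At the study's threshold, DESeq2 without a batch term gave 77 genes for diet in WT in batches 7 to 9, 106 for miR-21OE on NCD, 82 on HCD and 44 on both diets. These are lower than the values quoted from the study above. For opposite calls DESeq2 gave 6 genes and for diet in both genotypes but not miR-21OE 12. These too are lower than the values quoted above. DESeq2 with batch as a term gave 184, 415, 340, 174, 19 and 18 genes for the same counts, each within 1.5 times of the value quoted and closer to it than without the term. The methods name no batch term, and which settings the authors used was not tested.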
